# High-resolution characterization of gene function using single-cell CRISPR tiling screen

**DOI:** 10.1038/s41467-021-24324-0

**Published:** 2021-07-01

**Authors:** Lu Yang, Anthony K. N. Chan, Kazuya Miyashita, Christopher D. Delaney, Xi Wang, Hongzhi Li, Sheela Pangeni Pokharel, Sandra Li, Mingli Li, Xiaobao Xu, Wei Lu, Qiao Liu, Nicole Mattson, Kevin Yining Chen, Jinhui Wang, Yate-Ching Yuan, David Horne, Steven T. Rosen, Yadira Soto-Feliciano, Zhaohui Feng, Takayuki Hoshii, Gang Xiao, Markus Müschen, Jianjun Chen, Scott A. Armstrong, Chun-Wei Chen

**Keywords:** High-throughput screening, Cancer genetics, Epigenetics, CRISPR-Cas systems

## Abstract

Identification of novel functional domains and characterization of detailed regulatory mechanisms in cancer-driving genes is critical for advanced cancer therapy. To date, CRISPR gene editing has primarily been applied to defining the role of individual genes. Recently, high-density mutagenesis via CRISPR tiling of gene-coding exons has been demonstrated to identify functional regions in genes. Furthermore, breakthroughs in combining CRISPR library screens with single-cell droplet RNA sequencing (sc-RNAseq) platforms have revealed the capacity to monitor gene expression changes upon genetic perturbations at single-cell resolution. Here, we present “sc-Tiling,” which integrates a CRISPR gene-tiling screen with single-cell transcriptomic and protein structural analyses. Distinct from other reported single-cell CRISPR screens focused on observing gene function and gene-to-gene/enhancer-to-gene regulation, sc-Tiling enables the capacity to identify regulatory mechanisms within a gene-coding region that dictate gene activity and therapeutic response.

## Abstract (web summary)

Identifying functional domains and genetic regulatory mechanisms is essential for developing new therapies. Here the authors present sc-Tiling, single-cell high-density CRISPR tiling screening for functional domain characterization.

## Introduction

The integration of CRISPR (clustered, regularly interspaced, short palindromic repeats) with next-generation sequencing technology for high-throughput genetic screens is a powerful tool for discovering functional genes in various pathways and cellular contexts^1,2^. Furthermore, high-density CRISPR targeting of coding exons has been demonstrated to identify functional domains in genes^3–7^. However, the traditional CRISPR dropout/enrichment screens restricted the application to investigate functional elements associated with cell survival phenotypes. Recent breakthroughs in combining the CRISPR library screens with droplet RNA-sequencing (RNA-seq) platforms demonstrated the capacity of monitoring the gene expression changes upon genetic perturbations in single cells (e.g., Perturb-seq, CRISP-seq, CROP-seq)^8–11^. The current single-cell CRISPR screens focused on observing single-gene function, gene-to-gene interaction, and enhancer-to-gene regulation^10,12–16^. Nevertheless, the potential of single-cell CRISPR screen technology to examine the gene function at a sub-gene resolution has not been fully explored.

In this study, we develop a single-cell CRISPR gene tiling pipeline “sc-Tiling” to provide high-resolution transcriptomic profiling of the coding regions of histone H3 lysine 79 (H3K79) methyltransferase DOT1L, an epigenetic therapeutic candidate selectively essential to mixed-lineage leukemia gene-rearranged (*MLL*-r) leukemia^17–19^. Furthermore, we couple the sc-Tiling with three-dimensional structural modeling and discovered a previously unrecognized self-regulatory domain in DOT1L that modulates the chromatin interaction, enzymatic activation, and therapeutic sensitivity in *MLL*-r leukemia.

## Results

### Development of the sc-Tiling screen

Recent achievements in cancer epigenetics include discovery of a central role for the H3K79 methyltransferase DOT1L in maintaining *MLL*-r leukemia, an aggressive malignancy recognized in 5–10% of human acute leukemia cases^19,20^. A selective DOT1L inhibitor, EPZ5676 (Pinometostat)^21^, has demonstrated proof-of-principle clinical benefits via induction of differentiation of *MLL*-r leukemic cells in a phase I clinical trial^22^. However, the variable responses of patients with *MLL*-r in this trial underscore the need for additional mechanistic insights into functional regions of DOT1L to improve therapeutic efficacy and trial designs for DOT1L-targeted therapy.

To achieve high-resolution characterization of DOT1L’s function, we developed a single-cell CRISPR gene-tiling approach named sc-Tiling, which utilizes a capture sequence (CS1: 5′-GCTTTAAGGCCGGTCCTAGCA-3′) at the end of each single guide RNA (sgRNA) for direct capture by the Chromium Next GEM Single Cell 3ʹ Kit v3.1 (Fig. 1a and Supplementary Fig. 1a–c)^11^. We cloned a pool of 602 sgRNAs that target most of the “NGG” protospacer adjacent motifs within the mouse *Dot1l* coding exons (average targeting density 7.7 bp per sgRNA; Supplementary Fig. 2a, b and Supplementary Data 1). 

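Mouse *Dot1l* lies on chromosome 10 of GRCm38 from 80755206 to 80795461 in the GENCODE vM21 annotation, with 28 exons, all of which hold coding sequence. The sequences of all 602 *Dot1l* sgRNAs were found in this transcript. The KMT core was targeted by 56 sgRNAs, the A33–T100 segment by 11, the R1 element by 33, the R2 element by 37, the AF9-binding motif by 14 and the C-terminal end 100 residues by 54. Smaller elements had fewer sgRNAs: 10 in the R1 center, 7 in the R282 loop, 5 in the D1 loop and 2 in the W22–D32 loop. The T320–K330 helix had 0, and the nearest sgRNA lay 37 bp from its middle. The library also held 5 negative control sgRNAs and 3 sgRNAs against *Rpa3*.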

We then delivered this CRISPR library into Cas9-expressing mouse MLL-AF9 transduced leukemic cells (MLL-AF9-Cas9^+^; Supplementary Fig. 2c), a well-established murine leukemia model that mimics human *MLL*-r conditions^18,23^. Three days after transduction (Supplementary Fig. 2d, e), the cells carrying library constructs were subjected to droplet single-cell barcoding and messenger RNA (mRNA)/sgRNA library preparation using the 10X Chromium workflow (Fig. 1a). 

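This experiment was 1 culture of MLL-AF9-Cas9+ cells, taken 3 days after transduction, from which 1 single-cell sample gave 2 libraries: poly(dT)-captured mRNA and CS1-captured sgRNA. Cells were grouped by the *Dot1l* region that their sgRNA targets. Raw UMI counts of the cells that carried the same single sgRNA were summed, and the sgRNA, not the cell, was taken as the replicate. The sums of sgRNAs with at least 3 cells held 22105 to 349331 UMIs (median 84517). Genes with a mean of at least 1 UMI per sum, 6596 in all, were tested with edgeR's quasi-likelihood test, in which all 13 groups shared an estimate of the spread between sgRNAs. Expression is given in CPM, as the mean ± SD over sgRNAs. A differentiation score was computed per cell as the mean z score of 32 genes of secondary and tertiary granules minus the mean z score of 23 leukemia and HOX genes, and the score of a sgRNA is the median over its cells. Scores, pseudo-time values and shares of cells were compared between groups of sgRNAs by two-sided permutation tests of the mean, exact where every split could be listed and with 100000 permutations elsewhere, with Benjamini-Hochberg adjustment over 14 pairs of groups, over 9 for the pairs added after seeing the data, over 23 for promyelocyte-like shares, and over other numbers where stated. Since all sgRNAs shared 1 culture, each p-value describes the spread between sgRNAs of this culture and not between cultures.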

Subsequent single-cell transcriptomic analysis revealed an average of 26,350 reads per cell and a median of 2935 genes detected per cell (Supplementary Fig. 3). To avoid contamination by doublets and multi-sgRNA-infected cells, we filtered out any single cells carrying more than one sgRNA sequence. Finally, 88.2% of single cells (4362 out of 4943) passed the quality control (QC) filter (Fig. 1b), giving an average library coverage of 7.1 cells per sgRNA.

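A single sgRNA was called in 4139 cells, which is 89.1% of the 4647 cells with at least 1 called sgRNA (exact 95% binomial interval 88.1% to 90.0%, for counting error only). A further 466 cells (10.0%) carried 2 sgRNAs and 42 cells (0.904%) carried 3 or more. The KMT core was represented by 301 single-sgRNA cells, the R1 element by 199, the R2 element by 287, the AF9-binding motif by 135, A33–T100 by 64 and the C-terminal end 100 residues by 357. The negative controls were represented by 23 cells from 4 sgRNAs, and *Rpa3* by 5 cells from 1 sgRNA. Over the library of 610 sgRNAs the mean was 6.79 cells per sgRNA; 578 sgRNAs had at least 1 cell. They come from the 6675 barcodes that had 200 to 4500 genes and at most 10% mitochondrial UMIs. The called sgRNA had a median of 19 UMIs per cell. Of the cells passing the filter, 850 had no sgRNA UMI at all.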

**Fig. 1:**
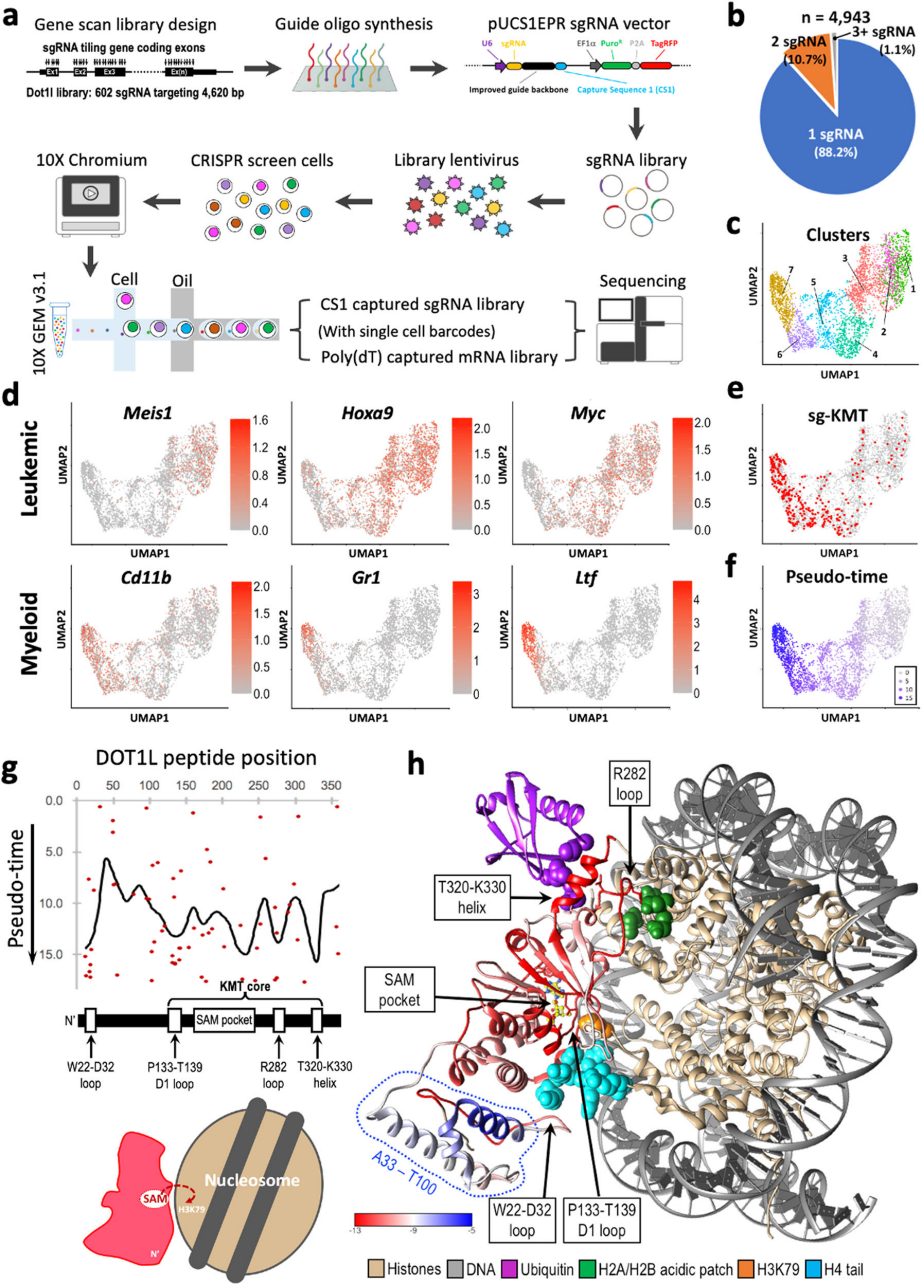
Single-cell CRISPR gene tiling of DOT1L. **a** Schematic outline of sc-Tiling library construction and screening in MLL-AF9-Cas9^+^ cells. **b** Assignment rates for direct-capture sgRNA. The total number of cells and fraction of cells assigned a single guide, two guides, or more than two guides are indicated. **c** Two-dimensional projection (UMAP) of cell clusters based on sc-RNAseq of DOT1L-dependent genes. The transcriptionally distinguishable cell populations (1–7) are color labeled. **d** Annotation of leukemia-associated (*Meis1*, *Hoxa9*, and *Myc*) and myeloid-differentiation (*Cd11b*, *Gr1*, and *Ltf*) gene expression on UMAP. **e**, **f** Annotation of **e** cells harboring sgRNAs targeting the DOT1L KMT core (red) and **f** pseudo-time value (purple gradient) on UMAP. **g** Median pseudo-time of each sgRNA constructs (dots) and the smoothed pseudo-time score (line) of the KMT core. **h** Three-dimensional annotation of smoothed pseudo-time score relative to a cryo-EM structural model of “active state” DOT1L (residues M1–P332) bound to a ubiquitylated nucleosome (PDB ID: 6NQA; and a simplified scheme shown on the bottom-left)^27^. Histones (gold; including H2A, H2B, H3, and H4), DNA (gray), ubiquitin (purple; conjugated to histone H2BK120; DOT1L contact points on ubiquitin are labeled as purple spheres), histone H4 N-terminal tail (cyan spheres), the enzymatic substrate SAM (colored sticks), histone H3K79 (orange spheres), and an H2A/H2B acidic patch (green spheres) are shown. Enlarged images are shown in Supplementary Fig. 5. Source data are available in the Source Data file.

Single-cell projections using Uniform Manifold Approximation and Projection (UMAP)^24^ of DOT1L-dependent genes^18^ identified seven cell clusters (Fig. 1c). 

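Leiden clustering of the 4139 single-sgRNA cells on 2000 variable genes gave 5 clusters at a resolution of 0.5. Granulocyte-like cells, led by *Stfa2l1*, *Ltf*, *Chil3* and *Ngp*, formed a cluster of 773 cells (18.7%) with a median differentiation score of 1.42. Promyelocyte-like cells, led by genes that included *Ms4a3* and *Mpo*, formed a cluster of 957 cells (23.1%) with a median score of 0.0567. The other 3 clusters were left unnamed, since fewer than 3 of their 10 leading genes were markers fixed for a cell type. They held 1007 cells led by genes such as *Ung*, *Hells* and *Srm*, 882 cells with *Hpgd* and *Prc1*, and 520 cells with *Selenbp1* and *Ccl4*, and their median scores were -0.489, -0.583 and -0.387. Granulocyte-like cells had a median of 7161 UMIs per cell, and promyelocyte-like cells 12035. The list of DOT1L-dependent genes that the paper projected was not used here.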

Gene expression annotation revealed distinct distributions of cells expressing leukemia-associated genes (*Meis1*, *Hoxa9*, and *Myc*; clustered toward the right) vs. myeloid-differentiation markers (*Cd11b*, *Gr1*, and *Ltf*; clustered toward the left) (Fig. 1d). 

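The granule genes *Camp* and *Ltf* and the myeloid marker *Ly6g* rose steeply in cells with KMT core sgRNAs, and the HOX genes *Hoxa9* and *Hoxa10* fell. *Camp* reached 11201 ± 7084 CPM (SD, n = 37 sgRNAs), against 465 ± 925 CPM (n = 44) with sgRNAs against the C-terminal end 100 residues, a log2 fold change of 4.53 (standard error 0.48, adjusted p = 9.9e-18). *Hoxa9* was 37.2 ± 36.2 CPM in the KMT core group and 126.6 ± 46.7 CPM in the C-terminal group (log2 fold change -1.55, standard error 0.18, adjusted p = 4.2e-15). The log2 fold changes of the other markers were 4.03 for *Ltf* (adjusted p = 2.2e-16), 3.85 for *Ly6g* (2.0e-14), 1.62 for *Itgam* (4.1e-10), -1.86 for *Hoxa10* (7.8e-15), -1.36 for *Meis1* (0.0040) and -0.73 for *Myc* (0.0016). In total 721 genes were higher and 1149 lower with KMT core sgRNAs. The largest fall was that of *Hpgd*, at -2.24 (adjusted p = 3.4e-13). Of 26 tested genes of secondary and tertiary granules, 25 were higher and 1 was lower, with the same numbers when adjusted over the list alone, and the median log2 fold change was 3.62. Of 14 leukemia and HOX genes, 12 were lower (13 when adjusted over the list alone), with *Myb* at -0.75 and *Cdk6* at -0.58.

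The differentiation score was 0.754 ± 0.685 (SD, n = 37 sgRNAs) for the KMT core and -0.480 ± 0.124 (n = 44) for the C-terminal group (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.8e-05). Against the negative controls, at -0.403 ± 0.0151 (n = 3), the difference was 1.16 (exact permutation p = 0.0045, adjusted p = 0.0078). Of the cells per KMT core sgRNA 48.7% ± 29.5 were granulocyte-like, against 4.16% ± 7.08 in the C-terminal group (permutation p = 1e-05, adjusted p = 3.5e-05); the difference from the controls, 34.8 points, did not pass after adjustment (exact permutation p = 0.049, adjusted p = 0.078). When the genes of both score lists were left out of the clustering, which was decided after seeing the data, the shares were 72.5% ± 28.5 and 9.05% ± 10.5, and the granulocyte-like class then took in a cluster of 614 cells led by *Ms4a3*. Scores of single KMT core sgRNAs ranged from -0.588 to 2.04.

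**Figure D1:**
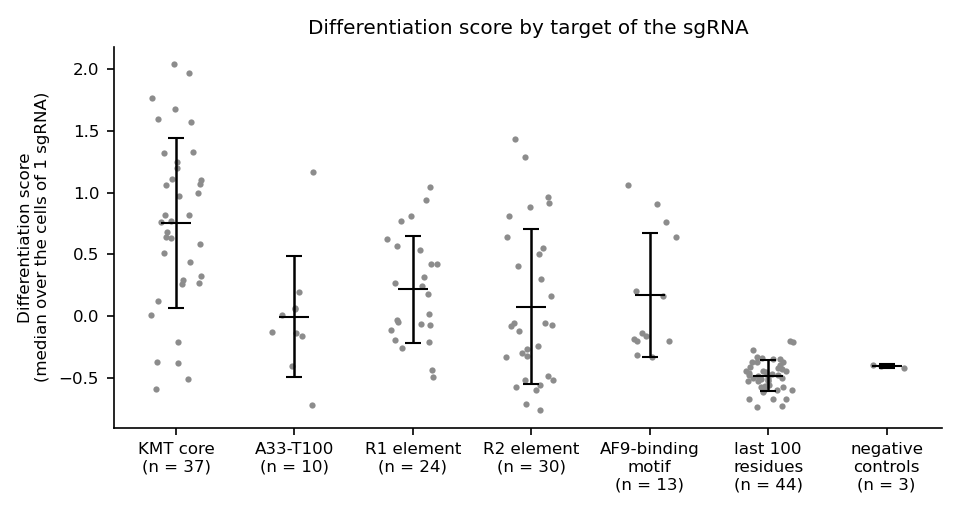
Differentiation score of each sgRNA with at least 3 cells (points; a difference of mean z scores, no unit) by the region it targets, with the mean and SD over sgRNAs (bars). KMT core sgRNAs spread from -0.588 to 2.04, and the 44 sgRNAs against the last 100 residues lie between -0.736 and -0.197.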

Cells expressing sgRNAs targeting the functionally essential lysine methyltransferase (KMT) core (residues M127–P332; total 56 sgRNA) of DOT1L^17,25^ clustered to regions that overlap with the differentiated myeloid population (Fig. 1e). 

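For *Hoxa9* and *Hoxa10*, cells with negative control sgRNAs had 112 ± 36.8 and 121 ± 41.6 CPM (SD, n = 3 sgRNAs), and cells with sgRNAs against the last 100 residues had 113 ± 47.8 CPM of *Hoxa10* (n = 44). No gene of the 6596 tested by edgeR passed an adjusted p of 0.05 between these groups, 342 did so at an unadjusted p, and DESeq2 called 0. Where no gene differs, a share of 0.05 of the tested genes is expected under an unadjusted p of 0.05, here and below. The C-terminal group's differentiation score was lower than that of the controls by less than its own SD, with a difference of -0.0770 (exact permutation p = 0.29, adjusted p = 0.31). Pseudo-time was 0.147 ± 0.0320 in the C-terminal group and 0.129 ± 0.0114 in the controls (exact permutation p = 0.34, adjusted p = 0.37). Granulocyte-like cells were 4.16% ± 7.08 of the cells per C-terminal sgRNA and 13.9% ± 12.7 per control sgRNA, a difference of -9.73 points (exact permutation p = 0.033, adjusted p = 0.067) that passed the threshold at 5 cells per sgRNA (-16.2, adjusted p = 0.015) and, in an alternative added after seeing the data, without the Luc sgRNA (-16.7, adjusted p = 0.018). Only 3 control sgRNAs had at least 3 cells, so a change of log2 1 has little chance of a call: in simulated data for 37 sgRNAs against these 3, 19% of such genes were recovered. The single *Rpa3* sgRNA with at least 3 cells had a score of -0.538 over 5 cells.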

On the contrary, the sgRNAs targeting a non-essential region of DOT1L (the C-terminal end 100 amino acids of DOT1L; total 54 sgRNA) behaved similarly to spiked-in negative control sgRNAs (targeting Firefly luciferase [Luc], Renilla luciferase [Ren], green fluorescent protein [GFP], red fluorescent protein [RFP], and *Rosa26* coding sequences; Supplementary Data 1), with both clusters to the region representing undifferentiated leukemia (Supplementary Fig. 4a). 

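From the 828 cells earliest in diffusion pseudo-time to the 827 latest, *Meis1* fell from 32.4 to 0.157 CPM, *Hoxa9* from 151 to 16.8 and *Myc* from 66.1 to 11.2. *Itgam*, which encodes Cd11b, rose from 7.81 to 94.5 CPM, *Ly6g* (Gr1) from 0.888 to 128, and *Ltf* from 1.33 to 1130. Across 4139 cells, Spearman's rho with pseudo-time was -0.341 for *Meis1*, -0.476 for *Hoxa9*, -0.283 for *Myc*, 0.365 for *Itgam*, 0.428 for *Ly6g* and 0.560 for *Ltf*. These 6 genes had been left out of the genes that define the pseudo-time. Over the 67 sgRNAs with values listed for Fig. 1g, the median pseudo-time per sgRNA had a Pearson r of -0.909 and a Spearman rho of -0.925 with those values, which run in the opposite direction (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 sgRNAs farthest from the median, r was -0.902. *Meis1* was detected in 12.5% of cells and *Ly6g* in 10.2%, so single cells carry little of either signal. With 1 library, cells give no test of these trends.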

Trajectory analysis (pseudo-time)^26^ correlated closely with the expression of these marker genes, with leukemia-associated genes being gradually reduced, while myeloid-differentiation markers increased along the pseudo-time trajectory (Fig. 1f, right to left and Supplementary Fig. 4b). These results indicate efficient CRISPR editing of DOT1L in cells expressing the CS1 direct-capturable sgRNA library.

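The *Dot1l* transcript itself was lower in cells with KMT core sgRNAs, at 10.6 ± 13.2 CPM (SD, n = 37 sgRNAs), than with sgRNAs against the last 100 residues, at 26.2 ± 19.7 CPM (n = 44). The log2 fold change was -1.11 (standard error 0.28, adjusted p = 8.6e-04 from edgeR). With R2 element sgRNAs it was 12.1 ± 9.94 CPM (n = 30; log2 fold change -0.91, adjusted p = 0.033). These values rest on 32 *Dot1l* UMIs in the KMT core group, 40 in the R2 group and 110 in the C-terminal group. A 3′ tag does not read the targeted sites, so its count does not measure editing. In cells with negative control sgRNAs, *Dot1l* was 13.01 ± 11.6 CPM (n = 3) from 3 UMIs. Granulocyte-like cells of all groups together had 7.28 CPM of *Dot1l* and other cells 19.6 CPM. Outside the granulocyte-like cluster the difference in mean CPM from the C-terminal group was -10.5 for the KMT core, against -16.7 over all cells (permutation p = 0.046 and 2e-05), and -13.0 for the R2 element, against -14.7 (p = 0.0042 and 3.1e-04).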

### Structural and transcriptomic profiling of sc-Tiling

To evaluate the resolution of sc-Tiling for detecting functional elements within a protein domain, we summarized the overall behavior of neighboring sgRNAs using a local-smoothing strategy^5^ (Fig. 1g), and mapped the smoothened pseudo-time score to a cryo-electron microscopy structure of the DOT1L KMT core in an “active state” interacting with a histone H2B-ubiquitinylated nucleosome (Fig. 1h)^27,28^. 

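Along the *Dot1l* coding sequence, the smoothed differentiation score was highest in the KMT core, where its mean over residues was 0.622 and its peak, at residue 211, was 0.732. It was 0.585 over the D1 loop. The 4 D1 loop sgRNAs with at least 3 cells had a mean score of 0.641 ± 0.518 (SD), and 58.3% ± 31.9 of their cells were granulocyte-like in the clusters of all variable genes. At the last residue of the KMT core the smoothed score was lowest within it, at 0.293. Scores of 573 sgRNAs with at least 1 cell were smoothed with a Gaussian kernel whose bandwidth was the largest gap between their positions, 129 bp. With a bandwidth of 0.5 of that gap, the KMT core mean was 0.682, and with 2 times the gap it was 0.593. At 0.5 of the gap the smoothed score over T320–K330, near the end of the core, lay above the core mean. The shape within the core therefore depends on the bandwidth. Smoothed values of neighboring residues are not independent and were not tested.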

Our results revealed that within the KMT core domain, the resolution of sc-Tiling allowed recognition of all the amino acid residues that directly contacted the enzymatic substrate S-adenosyl methionine (SAM pocket) and the D1 loop (residues P133–T139^25^) (Supplementary Fig. 5a). This method also detected the critical regions within the KMT core domain that mediate its chromatin interaction. These include the W22–D32 loop (Supplementary Fig. 5b; interacts with histone H4 tail), R282 loop (Supplementary Fig. 5c; interacts with the histone H2A/H2B acidic patch), and T320–K330 helix (Supplementary Fig. 5d; interacts with the ubiquitin conjugated to histone H2BK120)^27,28^. 

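The 5 sgRNAs in the R282 loop with at least 3 cells had a mean differentiation score of 0.564 ± 0.854 (SD), from -0.588 to 1.59, and the smoothed score over the loop was 0.688. In the W22–D32 loop, 2 sgRNAs with 8 cells had scores of -0.625 and 0.138. The smoothed score over that loop was 0.434, to which sgRNAs on either side contribute. No sgRNA of the library lies within the T320–K330 helix. Its smoothed score of 0.507 therefore comes from flanking sgRNAs, and it was 1.35 at a bandwidth of 0.5 of the largest gap.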

Taken together, sc-Tiling clearly distinguished the functional regions of KMT from the non-essential region (residues A33–T100) that is not involved in substrate/ligand interaction, revealing the capacity of single-cell CRISPR gene-tiling to pinpoint functional elements at a sub-domain resolution.

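In cells with A33–T100 sgRNAs, *Hoxa9* stayed at 103 ± 58.3 CPM and *Hoxa10* at 82.6 ± 52.7 CPM (SD, n = 10 sgRNAs), above the KMT core group by more than its spread. The log2 fold change of the KMT core against A33–T100 was -1.31 for *Hoxa9* (standard error 0.29, adjusted p = 0.0026), -1.58 for *Hoxa10* (adjusted p = 0.0026), -1.99 for *Hpgd* (7.8e-04) and 1.76 for *Ms4a3* (0.0043). Between these groups 97 genes were higher and 49 lower in the KMT core by edgeR, and 66 higher and 83 lower with DESeq2's size factors. The differentiation score of A33–T100 sgRNAs was -0.00373 ± 0.487, which is 0.757 below the KMT core (permutation p = 0.0019, adjusted p = 0.0038). Granulocyte-like cells were 31.9% ± 28.5 per A33–T100 sgRNA, 16.8 points below the KMT core, which did not pass (permutation p = 0.11, adjusted p = 0.15).

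Granule genes nonetheless rose with A33–T100 sgRNAs against those of the last 100 residues. *Camp* was 4872 ± 5351 CPM, a log2 fold change of 3.30 (standard error 0.60, adjusted p = 5.6e-05), and *Ltf* had a log2 fold change of 3.48 (adjusted p = 3.2e-04). Against this group 29 genes were higher and 4 lower, 33 in all, where 11 changed at 5 cells per sgRNA, 51 by DESeq2 and 59 with the 2 groups fitted alone. Of 26 secondary and tertiary granule genes 14 were higher (23 when adjusted over the list alone). Of 14 leukemia and HOX genes 0 passed edgeR's threshold, also when adjusted over the list alone. The score lay 0.476 above the C-terminal group (permutation p = 1e-05, adjusted p = 2.8e-05). Without the sgRNA at residue 56, whose 3 cells were all granulocyte-like and which was left out after seeing the data, it lay 0.347 above (permutation p = 1e-05, adjusted p = 2.8e-05), and the share then lay 24.4 points below the KMT core (permutation p = 0.021, adjusted p = 0.042). At 5 cells per sgRNA, which also leaves it out, the log2 fold change of *Camp* was 2.62 (adjusted p = 0.038).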

To identify novel functional elements that modulate DOT1L activity, we utilized the top 100 genes affected by DOT1L inhibitor^18^ to develop a high-resolution transcriptomic correlation heatmap across DOT1L protein (Fig. 2a). This method revealed two functionally distinct segments of DOT1L, i.e., the N-module (residues M1–T900) and the C-module (residues P901–N1537). 

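Over 229 N-module sgRNAs the mean differentiation score was 0.263 ± 0.665 (SD), and over 256 C-module sgRNAs it was -0.362 ± 0.269 (permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted over 5 comparisons p = 5e-05). Between the modules, the mean Pearson correlation of smoothed profiles of 84 granule, leukemia and monocyte genes was -0.770, below all of 1000 shuffles of the sgRNA positions. The shuffled mean was -0.0289. Each profile was taken relative to the mean over residues, so a negative r marks opposite deviations from that mean, not opposite expression. Within the N-module the score was not even. Residues M1–D32 had 0.633 ± 0.622 (n = 9 sgRNAs), the segment between P332 and F460 had 0.22 ± 0.810 (n = 22), and the segment between C662 and T863 had 0.103 ± 0.622 (n = 77). *Camp* was higher in these last 2 segments than with sgRNAs against the last 100 residues, with log2 fold changes of 4.00 (adjusted p = 9.5e-12) and 3.43 (1.1e-11). The C-module before the last 100 residues had a score of -0.338 ± 0.285 (n = 212), 0.143 above the last 100 residues (permutation p = 0.0022, adjusted p = 0.0040), and its pseudo-time was higher by 0.0284 (permutation p = 0.032, adjusted p = 0.048). edgeR called 0 genes between that segment and the last 100 residues (307 at an unadjusted p under 0.05, and 0 by DESeq2). The list of inhibitor-affected genes behind Fig. 2a was not used here.

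**Figure D2:**
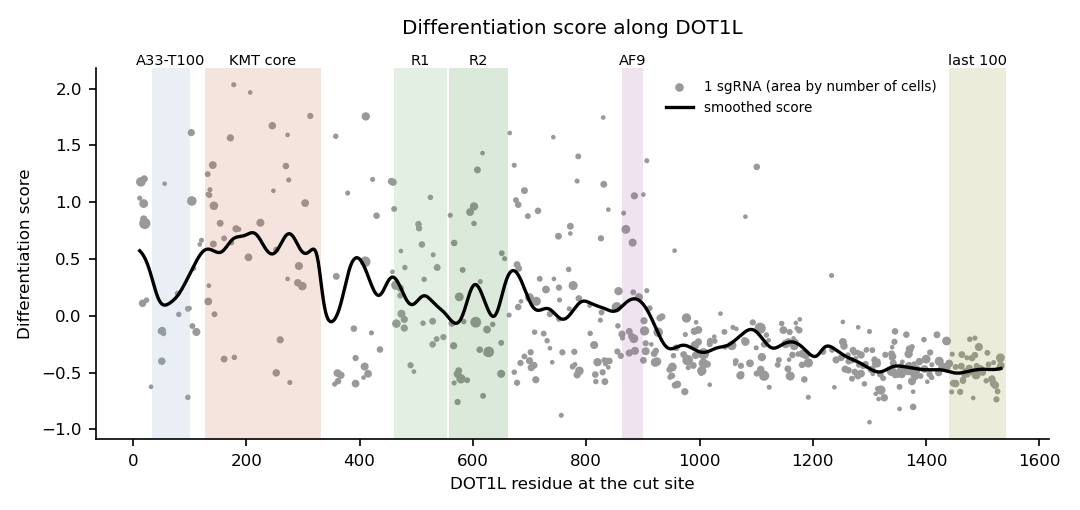
Differentiation score of each sgRNA with at least 3 cells (points) and the smoothed score (line; a difference of mean z scores, no unit) against the residue of DOT1L that the sgRNA targets. The line peaks at 0.732 at residue 211 and stays below 0.1 over the C-module.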

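With the 84 granule, leukemia and monocyte genes, the smoothed profile of the C-module had a mean Pearson correlation of 0.787 with the profile of the negative control sgRNAs. For the last 100 residues the correlation was 0.894, and for the C-module before them it was 0.767. The KMT core had a correlation of -0.880 with the controls, the R1 element -0.722, the AF9-binding motif -0.843 and the R2 element -0.367. These values, too, are relative to the mean over residues: shuffled positions gave a mean of 0.0242 for the KMT core. For the C-module, the last 100 residues and the KMT core, none of 1000 shuffles of the sgRNA positions gave a value as far from 0 in that direction (permutation p = 0.001, the smallest that 1000 shuffles can give). For the R2 element the shuffles often gave a value as low (permutation p = 0.19). The control profile comes from 4 sgRNAs with 23 cells.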

The strong correlation of the sgRNAs targeting the C-module with the negative control sgRNAs (Supplementary Fig. 4a) indicates a lack of essential components in the C-terminal portion of DOT1L. On the other hand, we observed several functional regions of DOT1L within the N-module, including the KMT core (black dashed triangle)^25,27,28^ and the AF9-binding motif (green dashed box; residues T863–T900)^29^. 

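With sgRNAs against the AF9-binding motif, *Camp* rose to 4368 ± 4217 CPM (SD, n = 13 sgRNAs), a log2 fold change of 3.16 against sgRNAs of the last 100 residues (standard error 0.55, adjusted p = 1.2e-05). *Ms4a3* rose to 454 ± 194 CPM (log2 fold change 1.91, adjusted p = 2.9e-06), *Mpo* by a log2 fold change of 1.00 (0.030) and *Elane* by 0.55 (4.7e-04). *Hpgd* fell by 2.03 (8.7e-05) and *Hoxa10* by 1.02 (0.0031) on the log2 scale, whereas *Hoxa9*, at -0.33, did not pass (adjusted p = 0.50). In total 159 genes were higher and 14 lower, or 143 and 62 with DESeq2's size factors. Among 26 secondary and tertiary granule genes 20 were higher (24 higher and 1 lower when adjusted over the list alone). Among 14 leukemia and HOX genes 1 was lower (2 when adjusted over the list alone). Of 11 primary granule genes 5 were higher (6 when adjusted over the list alone).

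In the KMT core, *Hoxa9* was lower than with AF9-binding motif sgRNAs (log2 fold change -1.22, standard error 0.24, adjusted p = 5.9e-04), and *Ly6g* (1.80, 0.025) and *Ltf* (1.69, 0.043) were higher. The differentiation score of the AF9-binding motif, 0.171 ± 0.498, was 0.582 below the KMT core (permutation p = 0.0068, adjusted p = 0.011) and 0.651 above the last 100 residues (permutation p = 1e-05, adjusted p = 2.8e-05). Above the negative controls it lay by 0.574, which did not pass after adjustment (exact permutation p = 0.050, adjusted p = 0.064). Between these N-module regions edgeR called 48 genes higher and 95 lower in the KMT core, or 92 and 51 with DESeq2's size factors.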

Whereas the AF9-binding motif showed a moderate correlation (Pearson score ~0.75) with the KMT core, we identified a region (cyan dashed box; designated as the “R domain”) located in the center of the N-module that exhibited a higher correlation (Pearson score >0.8) with the KMT core in the transcriptional signature. 

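Smoothed profiles of the 84 granule, leukemia and monocyte genes gave the R1 element a mean Pearson correlation of 0.770 with the KMT core, and the AF9-binding motif 0.711. Their order turned in the alternatives, with 0.463 and 0.676 at a bandwidth of 0.5 of the largest gap, 0.736 and 0.801 with the Fig. 2h genes, and nearly equal values (0.381 and 0.382) with the 100 most variable genes. The R2 element had 0.551, so that the R domain as a whole had 0.648. In the R domain 52.7% of residues had a mean correlation above 0.8 with the KMT core residues, in the AF9-binding motif 0%. The percent was higher than in the R domain between P332 and F460 (57.5%), between C662 and T863 (56.0%) and in A33–T100 (94.1%). The correlation of A33–T100 with the KMT core was 0.891, that of the segment between P332 and F460 was 0.707, and that of the segment between C662 and T863 was 0.712. For each of these, at most 1 of 1000 shuffles of the sgRNA positions gave a value as high. At a bandwidth of 0.5 of the largest gap, A33–T100 had 0.502, below the AF9-binding motif. There the segment between P332 and F460 had 0.320, that between C662 and T863 had 0.525, and the R2 element had 0.212.

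In the R2 element, *Camp* rose with a log2 fold change of 3.68 against the last 100 residues (standard error 0.48, adjusted p = 1.1e-10) and *Ltf* with 3.36 (1.0e-08). *Hoxa9* (-0.30, adjusted p = 0.32) and *Hoxa10* (-0.36, 0.31) did not pass. In that group 162 genes were higher and 41 lower, or 172 and 82 with DESeq2's size factors. Secondary and tertiary granule genes were higher in 23 of 26 cases (25 when adjusted over the list alone), and leukemia and HOX genes lower in 1 of 14 (2 when adjusted over the list alone). The R2 differentiation score was 0.0786 ± 0.623 (n = 30 sgRNAs), 0.142 below that of the R1 element (permutation p = 0.35, adjusted p = 0.35) and 0.482 above the negative controls (exact permutation p = 0.20, adjusted p = 0.24), neither of which passed. Between R1 and R2 edgeR called 1 gene, *Dnajc10*, lower in R1 by 1.21 on the log2 scale (standard error 0.22, adjusted p = 7.2e-04).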

Based on this observation, we presumed that disrupting the function of the R domain would impair the survival of MLL-AF9 leukemia cells, similar to inhibition of the KMT core. To test this, we utilized the DOT1L-tiling CRISPR library to perform pooled survival screens^4,6^ in MLL-AF9-Cas9^+^ cells and examined the cell survival by comparing the frequencies of each integrated sgRNA sequence before vs. after 3-, 6-, 9-, or 12-day cultures using high-throughput sequencing (Fig. 2b). Our results revealed a progressive depletion of clusters of sgRNAs (and smoothed CRISPR scan scores) targeting the KMT core, AF9-binding motif, and the first half of the R domain (designated as the “R1 element;” residues F460–G555). Furthermore, we sought to combine the principal component analysis of sc-Tiling (PC1 score) with the survival CRISPR scan score for individual amino acids in DOT1L (Fig. 2c). This approach revealed that the distribution of KMT core (black dots) overlaps with a segment located in the center of the R1 element (R1 center; E489–L515; red dots) in both transcriptomic and survival profiling, suggesting the functional association of this region with the KMT core.

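Across 446 sgRNAs, the differentiation score had a Pearson r of -0.472 and a Spearman rho of -0.447 with the paper's day 12 survival CRISPR scan score (permutation p = 1e-05 for each, the smallest that 100000 permutations can give; adjusted over 7 relations p = 1.2e-05 and 1.4e-05). Without the 2 sgRNAs farthest from the median, r was -0.475. Since the 2 modules form separate groups, r was also taken within each: -0.308 over 202 N-module sgRNAs and -0.326 over 244 C-module sgRNAs, the latter -0.206 without its 2 farthest sgRNAs. In the KMT core, the paper's survival scores averaged -1.50 ± 0.711 (SD, n = 36 sgRNAs), in the AF9-binding motif -1.75 ± 0.640 (n = 12), in the R1 element -0.911 ± 0.878 (n = 27) and in the R2 element 0.125 ± 0.467 (n = 37). A first principal component over residues took 94.8% of the variance of the smoothed genes. Its mean was 3.70 ± 0.635 in the KMT core (SD over residues), 1.02 in the R1 element, 1.07 in the R2 element, 0.719 in the AF9-binding motif, 1.70 in A33–T100 and -3.62 in the last 100 residues. With the PC1 values that the paper lists, whose sign is opposite, its Pearson r over 1511 residues was -0.893.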

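The R1 center had 7 sgRNAs with at least 3 cells, with a mean differentiation score of 0.219 ± 0.554 (SD). Relative to the KMT core the difference was -0.535 (permutation p = 0.059, adjusted over 5 comparisons p = 0.098), and relative to the AF9-binding motif it was 0.0479 (exact permutation p = 0.84, adjusted p = 0.86). Against the last 100 residues the R1 center was higher by 0.699 (permutation p = 2e-05, adjusted p = 5e-05). PC1 over the residues of the R1 center was 0.842 ± 0.313 (SD over residues), and 0.640 ± 1.90, from -1.64 to 3.27, at a bandwidth of 0.5 of the largest gap. The mean Pearson correlation of the R1 center with the KMT core over the 84 genes was 0.769, above all of 1000 shuffles, but at a bandwidth of 0.5 of the largest gap it was 0.132 (shuffle p = 0.14). In survival, the paper's day 12 scores for the R1 center average -1.69 ± 0.643 (n = 9 sgRNAs).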

**Fig. 2:**
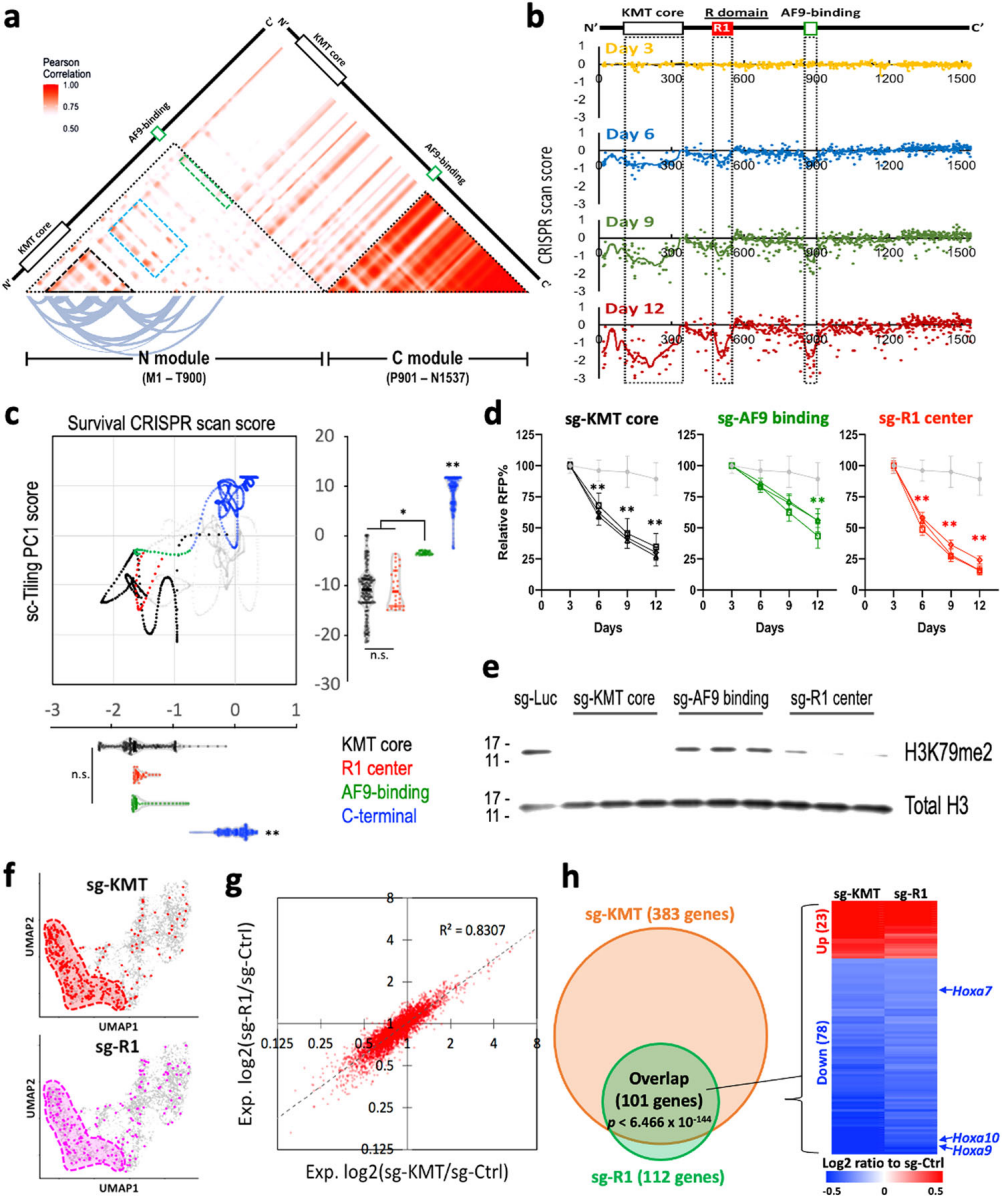
sc-Tiling pinpoints functional elements in DOT1L. **a** Heatmap depicts Pearson correlations between sgRNAs targeting different positions across the DOTL1 protein. The curved lines indicate highly correlative (Pearson score >0.8) residue pairs in the N-module of DOT1L. **b** CRISPR scan score of each sgRNA (dots) and smoothed score (line) of the DOT1L-tiling survival screen in MLL-AF9-Cas9^+^ leukemia at the indicated number of days in culture. **c** Combinational analysis of the sc-Tiling principal component 1 (PC1; *y*-axis) and survival CRISPR scan score (day 12; *x*-axis) of individual amino acid residues (dots) in DOT1L. Residues compose of R1 center (E489–L515; red dots) correlate with the KMT core (black dots) at both the transcriptomic and cellular survival phenotypes. *P < 0.01 by two-sided Student’s *t* test. **P < 0.01 to all other groups. **d** Effect of individual sgRNAs targeting the KMT core (black; three independent sgRNAs), AF9-binding motif (green; three independent sgRNAs), or R1 center (red; three independent sgRNAs) of DOT1L on the proliferation of MLL-AF9-Cas9^+^ leukemia. Data represent mean ± 95% confidence interval of a quadruplicate experiment. **P < 0.001 by two-sided Student’s *t* test compared to a sgRNA targeting Luciferase (sg-Luc; gray). **e** Western blot of H3K79me2 and total histone H3 in MLL-AF9-Cas9^+^ cells expressing indicated sgRNAs (three independent sgRNAs per domain). **f** Annotation of cells harboring sgRNAs targeting the KMT core (red) or R1 element (pink) on UMAP. **g** Correlation of gene expression changes induced by sgRNAs targeting the KMT core (*x*-axis) and R1 element (*y*-axis) summarized from the sc-Tiling of DOT1L. **h** Overlap of differentially expressed genes in cells harboring sgRNAs targeting the KMT core (orange) and R1 element (green), including the known DOT1L-driven leukemia genes *Hoxa7*, *Hoxa9*, and *Hoxa10*. n.s. Not significant. Source data are available in the Source Data file.

### R domain modulates the efficacy of DOT1L inhibitory therapy

To confirm the results from sc-Tiling analyses, we chose three sgRNAs each targeting the KMT core, AF9-binding motif, and the R1 center for functional validation (guide sequence and editing efficiency shown in Supplementary Fig. 6). Using an RFP flow cytometric growth competition assay (Supplementary Fig. 7)^3^ and immunoblotting, we observed that compared to the sgRNAs targeting AF9-binding motif, expression of sgRNAs targeting the R1 center resulted in a more drastic suppression of cell proliferation (Fig. 2d) and impaired histone H3K79 methyltransferase activity (Fig. 2e), resembling the effects of sgRNAs targeting the KMT core. In addition to a similar UMAP distribution between cells expressing sgRNAs targeting the KMT core and the R1 element (Fig. 2f), single-cell droplet RNA seq (sc-RNA-seq) revealed significantly overlapped gene regulation between these two sgRNA-targeted populations (Fig. 2g, h). These results indicate functional coordination between the DOT1L KMT core and R1 element for histone modification.

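Both KMT core and R1 element sgRNAs raised the granule genes and lowered *Hoxa7*, *Hoxa9* and *Hoxa10* against sgRNAs of the last 100 residues. In the R1 element *Camp* reached 6816 ± 4612 CPM (SD, n = 24 sgRNAs; log2 fold change 3.81, standard error 0.49, adjusted p = 3.6e-11), *S100a8* had a log2 fold change of 3.23 (3.3e-12) and *Chil3* 3.83 (3.7e-12). *Hoxa9* was 75.7 ± 33.5 CPM (log2 fold change -0.74, standard error 0.18, adjusted p = 0.0015), *Hoxa10* had -1.08 (6.8e-05) and *Hoxa7* -0.99 (0.010); with the KMT core *Hoxa7* had -1.02 (4.3e-04). *Meis1* (-0.67, adjusted p = 0.35) and *Myc* (-0.05, 0.94) did not pass in the R1 element. There 315 genes were higher and 223 lower. Of these, 496 changed the same way with the KMT core, 202 of them lower, and 0 went the other way, where independent lists of these sizes would share 34.4 higher and 38.8 lower genes. With the 44 C-terminal sgRNAs split so that each comparison had its own 22, the shared genes numbered 216 higher and 79.4 lower on average over 20 splits. Secondary and tertiary granule genes were higher in 25 of 26 cases (25 higher and 1 lower when adjusted over the list alone) with a median log2 fold change of 2.73. Leukemia and HOX genes were lower in 6 of 14 (8 when adjusted over the list alone), with *Myb* at -0.59. Ribosome biogenesis genes were lower in 14 of 32 and higher in 1 (21 and 1 when adjusted over the list alone) with R1 element sgRNAs. They were lower in 29 and higher in 1 (30 and 1) with KMT core sgRNAs, *Ncl* at -0.44 and -0.69.

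Against the negative controls, fold changes of the 6596 genes had a Pearson r across genes of 0.939 between the KMT core and the R1 element; genes are not independent replicates. Unchanged groups simulated against the same 3 controls gave 0.935 ± 0.00283 (SD over 20 simulations), with a covariance of 0.424 where the observed one was 0.616. With the last 100 residues as the control, r was 0.837 (simulated 0.353), and with those sgRNAs split between the comparisons it was 0.727. The covariance there was 0.182, and 0.0162 in the simulation. Against the negative controls edgeR called 2 genes higher and 1 lower in the KMT core: *Gnai2* (log2 fold change 1.07, standard error 0.23), *Gpi1* (1.03, 0.23) and *Lman1* (-1.22, 0.28), each with an adjusted p of 0.037. Without the Luc control sgRNA, or without the RFP control sgRNA, edgeR called 0. At an unadjusted p under 0.05 there were 800 genes with all 3 controls, and DESeq2 called 57 higher and 49 lower. In the R1 element edgeR and DESeq2 called 0, with 476 genes at an unadjusted p under 0.05. Of the genes listed for Fig. 2h 98 were tested, and all 98 went the listed way against the negative controls in both groups. They were chosen by the study on these cells, so this is not independent evidence. With sgRNAs of the last 100 residues 82 of the 98 (83.7%) also went that way against the same controls.

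**Figure D3:**
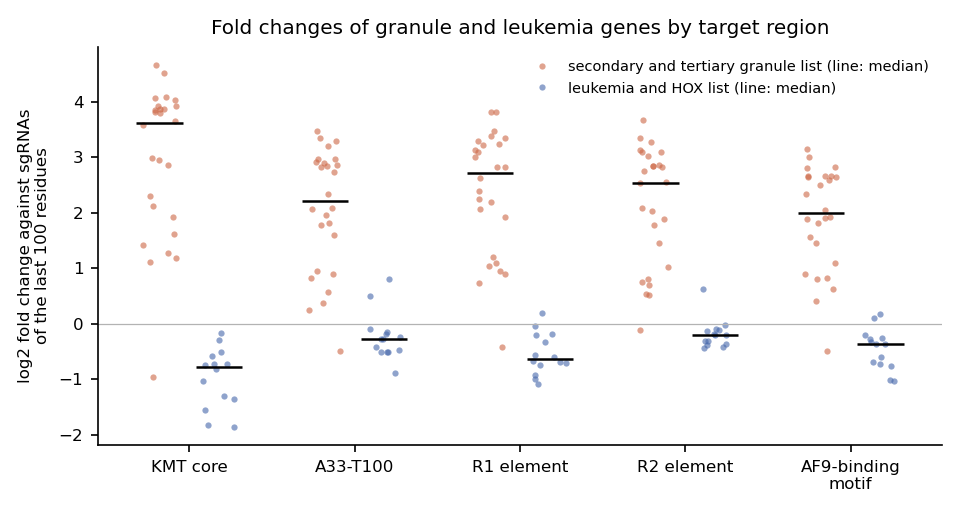
Fold change (log2) of each tested gene of the secondary and tertiary granule list and of the leukemia and HOX list (points) against sgRNAs of the last 100 residues, by target region; lines mark the median. The granule medians are 3.62 in the KMT core and 2.73 in the R1 element.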

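Compared directly, KMT core and R1 element sgRNAs differed in 6 genes by edgeR, a number that ran from 0 with sgRNAs called at 5 UMIs to 15 at a mean of at least 5 UMIs, and was 28 by DESeq2. *Trem3* (log2 fold change 0.98, standard error 0.22), *Cdkn3* (0.84, 0.20) and *Gnai2* (0.39, 0.09) were higher in the KMT core, each with an adjusted p of 0.043. *Eif2s1* (-0.50, adjusted p = 0.048), *Mrps14* (-0.39, 0.043) and *Eif4a1* (-0.31, 0.043) were lower. With DESeq2's size factors 6 genes were higher and 1 lower. In the list of secondary and tertiary granule genes 1 of 26 was higher in the KMT core (8 when adjusted over the list alone), with a median log2 fold change of 0.60. Among leukemia and HOX genes 0 of 14 passed (4 lower when adjusted over the list alone), with a median of -0.38. As sets, neither list passed when the correlation between its genes was estimated (adjusted p = 0.19 and 0.094 by limma's camera). The R1 element's differentiation score was 0.22 ± 0.432 (SD, n = 24 sgRNAs), below the KMT core by 0.533 (permutation p = 0.0014, adjusted p = 0.0032) and above the negative controls by 0.623 (exact permutation p = 0.018, adjusted p = 0.025). With 1 control sgRNA left out, the adjusted p of that last difference was 0.073. Granulocyte-like cells were 36.1% ± 17.7 per R1 sgRNA, 12.6 percentage points below the KMT core (permutation p = 0.066, adjusted p = 0.093) and 22.2 above the controls (exact permutation p = 0.050, adjusted p = 0.078). In clusters made without the score genes, added after seeing the data, they were 52.3% ± 21.6, 20.2 points below the KMT core (adjusted p = 0.0065). The granulocyte-like class there took in a cluster of 614 cells led by *Ms4a3*. The difference from the controls also passed there, and both differences passed at a cluster resolution of 1.0. From the shared transcriptional response, together with the similar effects on proliferation and histone H3K79 methylation, the paper concludes that the KMT core and the R1 element are functionally coordinated.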

To investigate whether the R domain mediates the response of MLL-AF9 leukemia cells to DOT1L-inhibitory treatment, we compared a pair of pooled survival tiling screens conducted under control (dimethyl sulfoxide (DMSO)) vs. DOT1L-inhibited (1 μM EPZ5676) conditions (Fig. 3a). Consistent with the results of the sc-Tiling, we observed that a cluster of 27 sgRNAs targeting the R1 region (residues F460–G555) sensitized the MLL-AF9-Cas9^+^ cells to DOT1L inhibition (Fig. 3b and Supplementary Fig. 8c). By contrast, a cluster of 36 sgRNAs targeting the residues A558–C662 (designated as the “R2 element”) exhibited a significantly increased CRISPR score only in the DOT1L-inhibited condition (Fig. 3a, b). The expression of individual sgRNAs targeting the R2 element exhibited minimal impact on the proliferation of MLL-AF9-Cas9^+^ cells (Fig. 3c and Supplementary Fig. 8a, b), but increased the resistance index to the DOT1L inhibitor (Fig. 3d and Supplementary Fig. 8c), confirming the EPZ5676-resistant phenotype we observed in the CRISPR gene body scans. Computational modeling of the R domain (residues F460–C662) revealed a consensus “coiled-coil” structure consisting of four alpha-helices (Fig. 3e), which is capable of interacting with the KMT core domain of DOT1L (Fig. 3f). Within the R domain, the R1 element (consisting of CC0 and CC1) overlaps with an area previously reported to interact with AF10^30,31^, a coactivator of DOT1L required for methyltransferase activation. On the other hand, the R2 element (consisting of CC2 and CC3) is predicted to interact with the DOT1L KMT core and masks the R282 loop (Fig. 3f), thereby interrupting the DOT1L–nucleosome interaction and methyltransferase activity of the KMT core. This model suggests that the R domain mediates the transition from a “closed” to an “open” state of DOT1L (Fig. 3g; left to right), which is required before the engagement of the KMT core with nucleosomes for H3K79 methylation (Fig. 3g; blue area summarized in Fig. 1h).

**Fig. 3:**
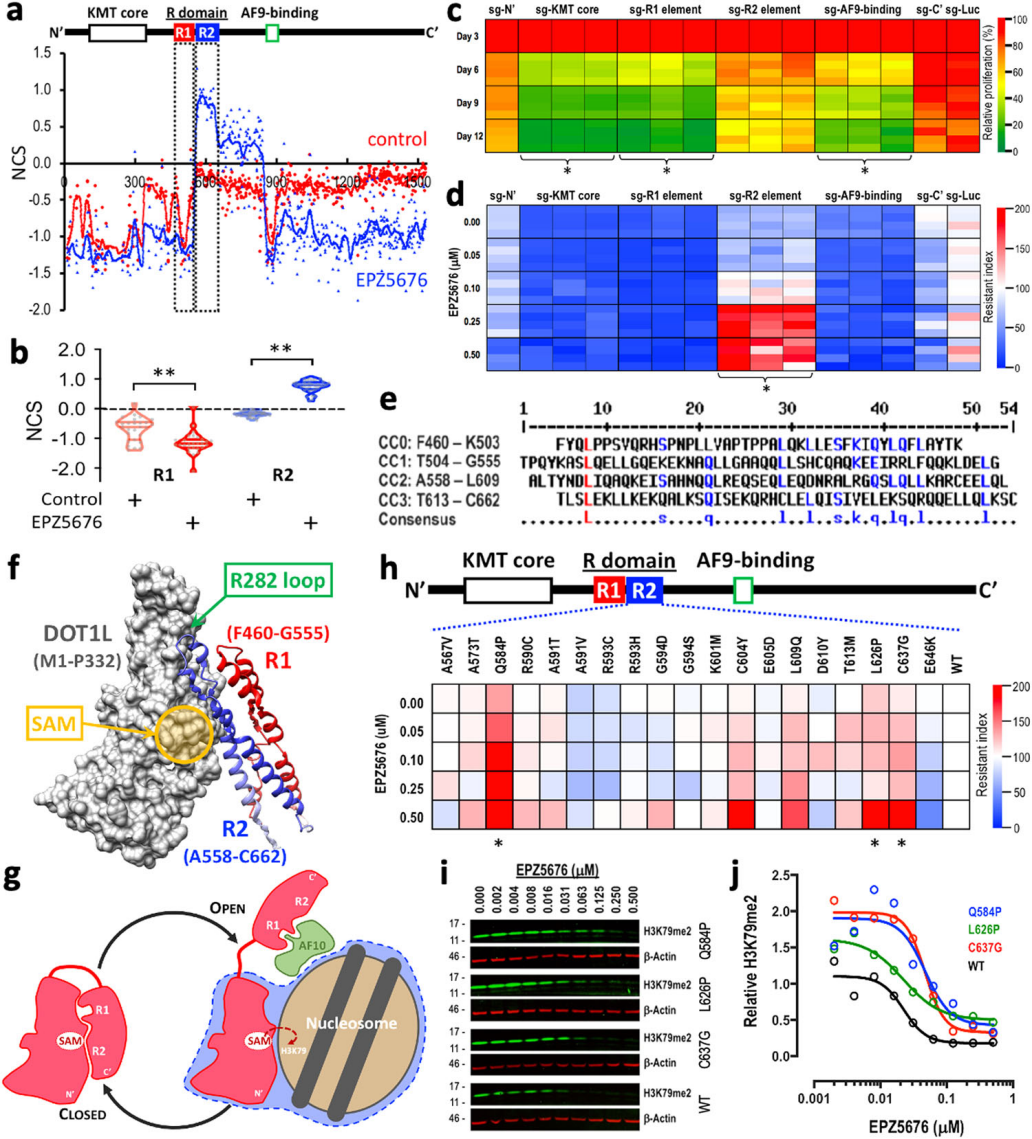
sc-Tiling identifies noncanonical EPZ5676-resistant alleles in the human population. **a** Normalized CRISPR score (NCS) of each sgRNA construct (dots) and the smoothed score (line) of the pooled DOT1L-tiling survival screen before vs. after 12 days of treatment in control (red) or 1 µM EPZ5676-treated (blue) MLL-AF9-Cas9^+^ leukemia cells. Data represent the average of a triplicate experiment. **b** Violin dot plots showing the NCS of each sgRNA targeting the R1 (red; 27 sgRNAs) and R2 (blue; 36 sgRNAs) elements in control (DMSO) or 1 µM EPZ5676-treated MLL-AF9-Cas9^+^ leukemia cells. **P < 0.001 by two-sided Student’s *t* test. **c** Heatmap showing the effect of individual sgRNAs targeting the indicated areas of DOT1L (Supplementary Fig. 6) on the proliferation of MLL-AF9-Cas9^+^ leukemia cells on days 3, 6, 9, and 12. Data represent the observed values of a quadruplicate experiment. *Significantly (*P* < 0.01 by two-sided Student’s *t* test) more depletion compared to the sgRNA targeting a non-essential Nʹ region (sg-Nʹ) on day 12. **d** Heatmap showing EPZ5676 resistance index of MLL-AF9-Cas9^+^ leukemia cells transduced with sgRNAs targeting the indicated areas of DOT1L (Supplementary Fig. 6). Data represent the observed values of a quadruplicate experiment. *Significantly (*P* < 0.01 by two-sided Student’s *t* test) higher resistance compared to sg-Nʹ at 0.5 µM EPZ5676. **e** Peptide sequence alignment of the R domain (residues F460–C662) in human DOT1L. The predicted alpha-helices in this coiled-coil domain are designated CC0–CC3 and the consensus residues between the helixes are noted. **f** Computationally modeled structure of the human DOT1L R1 (red) and R2 (blue) coiled-coil domains interacting with the KMT core domain (gray; PDB ID: 3UWP)^46^. **g** Cartoon representation of the R1/R2 self-regulatory module mediating the closed (left) vs. open (right) states of DOT1L. **h** Heatmap showing EPZ5676 resistance index of MLL-AF9 leukemia cells transduced with human DOT1L cDNA harboring clinically observed variants (from cBioPortal database) in the R2 element. Data represent the averaged values of a quadruplicate experiment. *Significantly (*P* < 0.01 by two-sided Student’s *t* test) higher resistance compared to wild-type at 0.5 µM EPZ5676. **i** Western blot images of H3K79me2 (green) and β-actin (red) and (**j**) quantitative measurement of relative H3K79me2 level (normalized to β-actin) in MLL-AF9 leukemia cells transduced with wild-type (WT; black), Q584P (blue), L626P (green), or C637G (red) human DOT1L cDNA. Cells were treated with EPZ5676 for 3 days. Source data are available in the Source Data file.

To evaluate the impact of this self-regulatory mechanism on DOT1L-targeted therapy, we queried the cBioPortal database^32^ and focused on the R2 element (residues A558–C662) that exerted a robust EPZ5676-resistant phenotype in the CRISPR scan. Out of a total of 54,510 patient samples, we found 19 DOT1L variant alleles to exist in this 105-amino acid region (Supplementary Fig. 9a and Supplementary Table 1). Compared to the expression of wild-type-DOT1L constructs, the expression of several mutant-DOT1L constructs (each harbors a single amino acid missense mutation) in MLL-AF9 cells resulted in an increased resistance to EPZ5676 treatment (Fig. 3h and Supplementary Fig. 9b, c). We then focused on the top three drug-resistant variants (Q584P, L626P, and C637G) and found that these mutant-DOT1L led to an elevated H3K79me2 (Supplementary Fig. 10) and required a higher dosage of EPZ5676 to suppress their activity compared to wild-type-DOT1L (Fig. 3i, j). Computational modeling of these drug-resistant variants indicates that mutations at these residues may destabilize alpha-helix bundles and lead to dissociation of the R domain from the KMT core, resulting in increased kinetic activity and tolerance to DOT1L-inhibitory therapy (Supplementary Fig. 11).

## Discussion

High-throughput CRISPR genetic screens have been wildly used for discovering functional genes in mammalian systems. In contrast, the potential of CRISPR technology to investigate gene function at a sub-gene (i.e., protein domain or sub-domain) resolution has not been fully explored. Furthermore, traditional pooled CRISPR screens limit the ability to identify functional elements associated with cell killing/proliferation phenotypes (i.e., by observing the depletion or enrichment of specific sgRNA). The requirement for significant changes in cell number in survival CRISPR screens (which typically take 2–4 weeks of culture) prohibits the determination of causal mechanisms induced by CRISPR perturbation.

To overcome this obstacle, our study integrated a CRISPR gene-tiling screen with a recently available direct-capture Perturb-seq workflow^11^ to develop the single-cell CRISPR gene body-scan pipeline sc-Tiling. Using this approach, we provide a high-resolution transcriptomic correlation map across DOT1L, an epigenetic therapeutic candidate essential to *MLL*-r leukemia^17–19^. We noted that the traditional survival CRISPR gene scan (*x*-axis; Fig. 2c) was unable to distinguish the AF9-binding motif (mediates recruitment of AF9-containing super elongation complex to support gene transcription)^33,34^ from the KMT core (mediates H3K79 methylation and open chromatin)^18^. In contrast, sc-Tiling (*y*-axis; Fig. 2c) efficiently differentiated these two functionally distinct domains through transcriptional profiling. The fact that cell killing through targeting the AF9-binding motif does not impair the H3K79me2 level (Fig. 2e) testifies the catalytic-independent role of the AF9-binding motif in DOT1L. We envision a significant advance of sc-Tiling to recognize underlying mechanisms of the functional domains. Furthermore, we foresee the transcriptomic profiling in sc-Tiling to enable dissection of functional elements that participate in diverse cellular processes (e.g., metabolism, cell fate decision, tissue homeostasis) that the end phenotypes might not be the cellular survival or proliferation.

Although the limitations of CRISPR genome editing (e.g., variable cutting efficiency, potential for off-targeting, and the mosaic effect [i.e., generation of random mutations]) remain concerns in the CRISPR sc-Tiling approach, by considering multiple sgRNAs clustered in a peptide region via a local-smoothing strategy, we significantly increased the statistical confidence and minimized the impact of noise associated with individual sgRNAs. Importantly, the use of single-cell transcriptional profiling in sc-Tiling could predict functional elements and corresponding gene regulations that led to a cellular survival phenotype after prolonged culture, and provided superior resolution in detecting sub-domain functional elements than survival CRISPR gene-tiling screens using pooled sequencing (i.e., Fig. 1g vs. 2b; KMT core). Furthermore, when we coupled sc-Tiling with three-dimensional structural modeling, we discovered a self-regulatory R domain in DOT1L that modulates chromatin interaction, enzymatic activation, and therapeutic sensitivity in *MLL*-r leukemia. To our knowledge, this is the first characterization of an intragenic regulatory module that mediates switching between a “closed” and an “open” state of an epigenetic enzyme.

Finally, our study demonstrates the utility of combining sc-Tiling with consortium genomic databases (e.g., cBioPortal, CCLE, dbSNP; Supplementary Table 1 and Supplementary Fig. 12) for de novo identification of therapeutically relevant alleles in the human population (Fig. 3h). We propose that sc-Tiling may complement the rapidly growing multi-omics databases to provide additional insights that bridge functional genomics, structural biology, and clinical investigation. We envision that this approach will accelerate the recognition of clinically impactful variants within the human genome and has the potential to direct more precise clinical trials and therapeutic decisions.

## Methods

### Cas9-expressing MLL-AF9 leukemic cell culture

Mouse MLL-AF9 leukemic cells were generated by transformation of mouse bone marrow Lin^−^Sca1^+^cKit^+^ cells with a MIG (MSCV-IRES-GFP) retrovirus expressing the MLL-AF9 fusion protein and transplanted into sublethally irradiated recipient mice^23^. Leukemic blasts were subsequently harvested from the diseased mice and cultured in vitro in Iscove’s modified Dulbecco’s medium (Gibco) plus 15% fetal bovine serum (Gibco) supplemented with 20 ng/ml mouse stem cell factor (PeproTech), 10 ng/ml mouse interleukin-3 (IL-3) (PeproTech), 10 ng/ml mouse IL-6 (PeproTech), penicillin (100 U/ml; Gibco), streptomycin (100 μg/ml; Gibco), and plasmocin (5 μg/ml; InvivoGen). Cas9-expressing MLL-AF9 cells were established through lentiviral transduction of LentiCas9-Blast (Addgene)^35^, followed by blasticidin S (10 mg/ml; Gibco) selection, single-cell cloning, and CRISPR editing efficiency test (Supplementary Fig. 2c, d).

### CRISPR gene-tiling screens

sgRNA sequences targeting the coding regions of mouse *Dot1l* (Supplementary Data 1) were designed using the Genetic Perturbation Platform (Broad Institute)^36^. Briefly, sgRNA oligonucleotides were synthesized via microarray (CustomArray) and cloned into the pUCS1EPR lentiviral sgRNA vector (Supplementary Fig. 1a) using *Bsm*BI (NEB)^36^. A step-by-step protocol describing the cell culture protocol can be found at Protocol Exchange^37^. The sgRNA library was packaged by HEK293 cells (ATCC) cotransfected with psPAX2 (Addgene) and pMD2.G (Addgene) to produce lentiviral particles, and pre-titrated to obtain 10–20% infection (monitored by flow cytometry for RFP [tagRFP] expression) in the MLL-AF9-Cas9^+^ cells. Each screen culture was calculated to maintain at least 1000× the number of constructs in each library. For sc-Tiling, library-transduced cultures were selected using puromycin (2.5 µg/ml; Gibco) for 3 days and subjected to single-cell separation and barcoding using a Chromium Controller (10X Genomics). For survival CRISPR gene tiling, the sgRNA library-transduced cells were subcultured every 3 days for a total of 12 days. At each designated time point, the number of cells from cultures that covered at least 1000× the number of constructs in the library was collected for analysis.

### sc-Tiling data analysis

Using the Next GEM Single Cell 3′ Kit v3.1 and a Chromium Controller (10X Genomics), CS1-captured sgRNA and the poly(dT)-captured mRNA from each single cell were converted to next-generation sequencing libraries (Supplementary Fig. 1c), and sequenced (paired-end 150 base pair) using Illumina HiSeqX (Novogene Inc.). Sequencing QC and data preprocessing were performed using Seurat v3.0^24^. Low-quality single cells with abnormal gene numbers (<200 or >4500) or significant mitochondrial RNA contamination (>10% reads) were removed (Supplementary Fig. 3a). The normalized expression data from selected single cells then underwent dimensionality reduction by principal component analysis and UMAP embeddings for visualization and clustering. Cells were clustered based on the poly(dT)-captured transcriptome information and simultaneously annotated by CS1-captured sgRNA. Single cells with more than one detected sgRNA sequence (due to multiple sgRNA transductions or multiple cells in a single-cell droplet) were excluded. Pseudo-time trajectory analysis of the DOT1L inhibitor-affected genes was performed on single-cell transcriptomic data using Monocle^26^. Position-ordered Pearson correlation matrix across the *Dot1l* gene body was calculated based on the top 100 genes affected by DOT1L inhibition.

### Three-dimensional protein structural annotation of sc-Tiling

First, the median value pseudo-time projection generated from sc-Tiling was summarized for each sgRNA. To depict the pseudo-time score over regions with no sgRNA coverage, we interpolated the signal via Gaussian kernel smoothing in R^38^. The bandwidth was defined by the maximum gap length of the non-covered regions for local smoothing due to regional uneven sgRNA densities. To map the smoothed pseudo-time score to peptide positions, the average pseudo-time score over the trinucleotide codons was calculated for each peptide position. Pairwise alignments of primary amino acid sequences were performed using CLC Main Workbench version 8.1 (Qiagen) to ensure functional annotations of the smoothed pseudo-time scores of mouse *Dot1l* sc-Tiling data onto human DOT1L protein structures. Atomic data of macromolecular structures were retrieved from the Research Collaboratory for Structural Bioinformatics Protein Data Bank (RCSB Protein Data Bank (PDB) at https://www.rcsb.org)^39^ in PDB file format. The PDB files were visualized and analyzed using UCSF Chimera (version 1.14 build 42000)^40^. Subsequently, the smoothed pseudo-time scores were mapped onto three-dimensional protein structures using the “Defined Attribute” and “Render by Attribute” functionalities in UCSF Chimera^40^.

### Survival CRISPR gene tiling data analysis

Genomic DNA from survival screen cell pellets was harvested, PCR-amplified (NEBNext Ultra II Q5; NEB) using primers DCF01 5′-CTTGTGGAAAGGACGAAACACCG-3′ and CS1_R01 5′-TGCTAGGACCGGCCTTAAAGC-3′ (Supplementary Fig. 1a and Supplementary Table 2), and subjected to high-throughput sequencing (NextSeq550, Illumina). To quantify sgRNA reads in the library, we first extracted 20-nucleotide sequences that matched the sgRNA backbone structure (5′-CACCG and 3′-GTTT) from raw fastq reads. Extracted reads were then mapped to a reference database built from corresponding sgRNA library sequences using Bowtie2^41^. Only reads that perfectly matched the reference database were counted. The frequency for individual sgRNAs was calculated as the read counts of each sgRNA divided by the total read counts matched to the library. Individual sgRNAs with read counts <5% of the expected frequency were excluded from downstream analysis. A CRISPR score was defined as a log 10-fold change in the frequency of individual sgRNAs between early (day 0) and late (defined time points) of the screened samples, calculated using the edgeR R package^42^ based on the negative binomial distribution of sgRNA read count data. To obtain a CRISPR scan score over regions with no sgRNA coverage, we interpolated the signal via Gaussian kernel smoothing in R^38^. Bandwidth was defined as the maximum gap length of the non-covered regions for local smoothing due to regional uneven sgRNA densities. To map CRISPR scan scores to peptide positions, the average CRISPR scan score over the trinucleotide codons was calculated for each peptide position. To compare survival screens performed in different culture conditions (e.g., control vs. EPZ5676-treated), the smoothed CRISPR scan score was further normalized by the median CRISPR score of the negative control sgRNA (defined as 0.00; sgRNA targeting Luc, Ren, GFP, RFP, and Rosa26) and the median CRISPR score of the positive control sgRNA (defined as −1.00; sgRNA targeting mRpa3)^3^ within the screen data.

### Computational structural modeling

Four helices (CC0–CC3) of the R domain were predicted using the PSIPRED v3.3 server^43^. Sequence alignment of the helical regions (Fig. 3e) was produced using the MultAlin v5.4.1 server^44^. The model of the coiled-coil domain was predicted using the I-TASSER server^45^. The complex model of the R domain and KMT core domain (PDB ID: 3UWP)^46^ was picked from 5000 complex models generated using the ZDOCK v3.0.2 software^47^. The best model (Fig. 3f) was selected based on the largest number of hydrophobic contact residue pairs between the KMT core and R domain. The structures were visualized using the PyMOL v1.8.6 software (Schrödinger, LLC) and UCSF Chimera^40^.

### Generation of human DOT1L variant cDNA expression constructs

A MIY (MSCV-IRES-YFP) retroviral construct expressing wild-type human DOT1L and yellow fluorescent protein (YFP) was obtained from Dr. Yi Zhang^25^. The initial wild-type human DOT1L complementary DNA (cDNA) (MIY-DOT1L-WT) was then point-mutated to obtain 19 clinically observed DOT1L variants (Supplementary Fig. 9b) using the Q5 Site-Directed Mutagenesis Kit (NEB). The mutated DOT1L cDNA fragments were confirmed using Sanger sequencing (Eton Bioscience).

### Western blotting

Cells were harvested and lysed in LDS sample buffer (Invitrogen) at 5 × 10^6^ cells/mL, separated electrophoretically using Bolt 4–12% Bis-Tris plus gels (Invitrogen), and transferred onto polyvinylidene difluoride (PVDF) membranes (0.2 µm pore size, low fluorescence) using PVDF Mini Stacks and iBlot 2 (Invitrogen). Membranes were probed with rabbit anti-H3K79me2 antibody (D15E8, Cell Signaling Technology; 1:1000), rabbit anti-histone H3 (ab1791, Abcam; 1:10,000), and mouse anti-β-actin antibody (ab8226, Abcam; 1:1000) at 4 °C overnight. After washing, the membranes were incubated with horseradish peroxidase-linked goat anti-rabbit IgG antibody (CST7074, Cell Signaling Technology; 1:10,000), donkey anti-rabbit IgG antibody conjugated with Alexa Fluor 488 (ab150061, Abcam; 1:10,000), or donkey anti-mouse IgG antibody conjugated with Cy3 (AP192C, Sigma-Aldrich; 1:10,000) at room temperature for 1 h. Chemiluminescent signals were developed using the SuperSignal West Femto Substrate (Cat# 34095, Thermo Fisher). The chemiluminescent and fluorescent signals on Western blot membranes were detected using a ChemiDoc imaging system (Bio-Rad). Signal intensity from image files was analyzed using the ImageJ software (National Institutes of Health). Representative Western blot images were selected from at least two independently performed experiments.

### Growth competition assay

Cas9-expressing MLL-AF9 cells were virally transduced with the designated constructs (RFP^+^ ipUSEPR lentiviral sgRNA constructs listed in Supplementary Fig. 6; YFP^+^ MIY retroviral DOT1L variant cDNA constructs listed in Supplementary Fig. 9) in 96-well plates at ~50% infection and monitored using flow cytometry for RFP or YFP (FP). At each time point, live cell counts and the percentage of FP^+^ cells (FP%) were obtained by high-throughput flow cytometry and 4′,6-diamidino-2-phenylindole (Invitrogen) dye exclusion using an Attune NxT flow cytometer with an autosampler (Thermo Fisher).

The relative proliferation (RP) of FP^+^ (sgRNA- or DOT1L cDNA-expressing) vs. FP^−^ (non-transduced) cells was defined as:

1 $${\rm{Relative}}\; {\rm{proliferation}}\left({\rm{RP}}\right)=\frac{\left[N\left(t\right)\times {\rm{FP}} \% \left(t\right)\right]\times \left[N\left({\rm{d}}3\right)\times \left(100-{\rm{FP}} \% \left({\rm{d}}3\right)\right)\right]}{\left[N\left({\rm{d}}3\right)\times {\rm{FP}} \% \left({\rm{d}}3\right)\right]\times \left[N\left(t\right)\times \left(100-{\rm{FP}} \% \left(t\right)\right)\right]}$$

where *N*(*t*) and FP%(*t*) are the observed live cell number and FP^+^% at time point *t*; d3 denotes the day 3 time point.

The resistance index was defined as:

2 $${\rm{Resistance}}\; {\rm{index}}=\frac{{\rm{RP}}(x,m)}{{\rm{RP}}({\rm{con}},m)}\times 100 \%$$

where RP(*x*,*m*) is the RP of cells expressing sgRNA or *DOT1L* cDNA variant *x* under *m* µM of EPZ5676 (Selleck Chemicals) on day 9; con denotes the sg-Luc or wild-type *DOT1L* cDNA.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The 10X Genomics single-cell CRISPR and RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE174307. Three-dimensional protein structures (PDB ID 3UWP and 6NQA) were obtained from the Research Collaboratory for Structural Bioinformatics Protein Data Bank (RCSB PDB; https://www.rcsb.org)^39^. Consortium genomic information were obtained from cBioPortal (https://www.cbioportal.org)^32^, Cancer Cell Line Encyclopedia (CCLE; https://portals.broadinstitute.org/ccle)^48^, and dbSNP (https://www.ncbi.nlm.nih.gov/snp/)^49^ databases. Additional data that support the findings of this study are provided in the Supplementary information and Source data files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: High-resolution characterization of gene function using single-cell CRISPR tiling screen
**Source:** Nat Commun. 2021 Jul 1;12:4063. doi: 10.1038/s41467-021-24324-0
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description: Sequence of individual sgRNAs in the DOT1L-tiling CRISPR library.** sgRNAs are named as “sg\_mDot11\_(cut position in cDNA)\_(sense/antisense)”.

How the deposited data were processed for this re-analysis (not part of the article)

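One culture of MLL-AF9-Cas9+ leukemia cells, sampled 3 days after transduction, gave 1 single-cell sample with 2 libraries, mRNA and sgRNA. The authors aligned and counted the reads with Cell Ranger (labelled version 5.0.0; bcl2fastq 2.20.0.422 and Seurat 3.0 are also named) and deposited raw UMI counts of 31053 genes and 610 sgRNAs in 7031 barcodes, with 80130833 mRNA UMIs and 192812 sgRNA UMIs. The genome build on the labels is GRCh38, but the gene names in the matrix are those of mouse. The survival scores, pseudo-time values and PC1 values set beside the results were listed by the authors in the paper's source data. sgRNA positions were taken from the sgRNA names. The sgRNA sequences were found in the GENCODE vM21 transcript of *Dot1l*, with cut positions at most 1 base from the named ones.

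Barcodes with 200 to 4500 genes and at most 10% mitochondrial UMIs were kept (6675). A sgRNA was called from at least 3 UMIs and the upper part of a mixture of 2 normal distributions, fitted per sgRNA on log10 UMIs. Tests used the 489 sgRNAs with at least 3 cells and exactly 1 sgRNA per cell. Counts were summed per sgRNA and tested with edgeR 4.0.16 (TMM, quasi-likelihood, 13 groups fitted together, 6596 genes with a mean of at least 1 UMI, common dispersion 0.0427), and with DESeq2 1.42.0 as an alternative, at an adjusted p of 0.05. With AF9-binding motif sgRNAs against the negative controls, the median log2 fold change of all genes was 0.13, and 0.02 with DESeq2's size factors. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01. In simulated data with 100 changed genes of each size, edgeR recovered 83% of changes of log2 1 between 37 and 44 sgRNAs, with 6 false calls among the unchanged genes, and 56% between 10 and 44 sgRNAs, with 11 false calls.

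Cells were embedded with scanpy 1.11.5 (30 principal components of 2000 variable genes, 15 neighbors, Leiden resolution 0.5). Diffusion pseudo-time left out 6 markers and the cell cycle genes. Monocle was not used. For a depth check, cells were thinned to 4660 UMIs, which left out 207 cells. Smoothed profiles used a bandwidth of the largest gap between sgRNA positions, 129 bp, and 84 genes of the granule, leukemia and monocyte lists for correlations between regions, with 1000 shuffles of the positions. For these correlations the mean over residues was subtracted from each profile. Programs ran in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, matplotlib 3.10.9).

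Genes named in the text are those the paper names, the 10 largest rises and falls past the threshold, the first 5 rising and falling genes of the paper's Fig. 2h list (seen in the paper beforehand), and up to 4 members per list with the highest mean count. Groups, lists, tests and alternatives were chosen before the data were examined, except those stated to have been added or chosen afterwards. Alternatives tried were other size factors, count filters, cell and sgRNA calls, list choices, pseudo-time genes, cluster resolution, bandwidth and control groups. *Mllt3* was not tested (mean 0.622 UMIs).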

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

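The tests of wrong sgRNA assignment and of depth in the second pattern below were chosen after the results were seen. So were the comparisons of segments that the paper does not name as a whole. Of 10 A33–T100 sgRNAs, the one at residue 56 (3 cells) lay far from the others: its score was 1.16 (next highest 0.196), its pseudo-time 0.762 (next 0.335) and its granulocyte-like share 100% (next 40.0%). Chance marks about 1 in 20 groups in this way, and 18 sets were examined. By tests of the difference itself, the score differed between target regions: by 0.533 between the KMT core and the R1 element, 0.582 between the KMT core and the AF9-binding motif, and 0.757 between the KMT core and A33–T100. Segments that the paper does not name as a whole also changed genes against the last 100 residues. With M1–D32, which includes the paper's W22–D32 loop, 773 changed (474 higher and 299 lower, or 431 and 450 with DESeq2's size factors). Between T100 and M127 355 changed, and between P332 and F460 283. Between C662 and T863 564 changed (246 higher and 318 lower, or 309 and 240 with DESeq2's size factors). Cells with 2 sgRNAs had a median score of 0.579 with 1 of them in the KMT core (70 cells), 1.41 with 2 (5 cells) and -0.0494 with 0 (391 cells). Of 2028 cells with no called sgRNA, 21.2% had a score above that of 95% of control cells. Among all cells with a single sgRNA it was 21.9%, about the same.

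*Dot1l* differed by -8.99 CPM between sgRNAs of the C-module before the last 100 residues and sgRNAs of the last 100 residues (permutation p = 0.0018, not adjusted). By edgeR and DESeq2 no gene passed the adjusted threshold in this comparison, *Dot1l* included. Fewer *Dot1l* transcripts in granulocyte-like cells is argued against: outside that cluster 97.6% of the difference was kept (permutation p = 0.0025). A difference in depth is argued against too, as thinned cells kept 137% of it (permutation p = 0.0072). Decay of transcripts with an early stop stays open. Outside the granulocyte-like cluster, *Dot1l* was lower than with the last 100 residues in 5 of 5 regions. It was not lower with M1–D32 sgRNAs (27.9 CPM from 18 UMIs, against 26.4). It was also lower with negative control sgRNAs, which do not target *Dot1l* (18.7 CPM from 4 UMIs). Exon 27 holds residues 1222 to 1539, so exon borders do not set the last 100 residues apart from those just before them.

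Granule genes were higher with sgRNAs of the R2 element and of the segments on either side of the R domain than with those of the last 100 residues. Wrong sgRNAs called from few UMIs are argued against, since cells with at least 10 UMIs of their sgRNA kept at least 84.8% of each score difference (each permutation p = 1e-05). A difference in depth as the whole cause is argued against too: the highest of 3 permutation p-values of the score in thinned cells was 2e-05, though the differences were smaller there, at 0.351 for the R2 element (0.559 over all cells), 0.597 (0.70) before the R domain and 0.404 (0.583) after it. Loss of the protein past the targeted site, the AF9-binding motif included, cannot be told apart from other effects: the mean score was -0.0467 over 25 sgRNAs just before the motif and -0.198 over 41 just after it, a difference of 0.152 (permutation p = 0.22) with a spread between sgRNAs larger than that.

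Promyelocyte-like cells were 10.0% ± 12.0 of the cells per A33–T100 sgRNA and 33.6% ± 25.0 per KMT core sgRNA (adjusted p = 0.027 by permutation). The share was 15.3% ± 17.4 in the C-terminal group and 2.78% ± 4.81 over 3 negative control sgRNAs. The A33–T100 share did not pass against the C-terminal group (-5.25 points, permutation p = 0.37, adjusted p = 0.43). The KMT core share was higher than that of the C-terminal group by 18.3 points (adjusted p = 0.0055 by permutation). In clusters made without the score genes this difference reversed to -6.21 points and did not pass (permutation p = 0.065, adjusted p = 0.25). The A33–T100 difference from the C-terminal group was -12.0 points there (permutation p = 0.033, adjusted p = 0.19). A difference in depth is argued against, since the median of 11174 UMIs per cell lay within the 9737 to 11671 of the other N-module regions. The choice of genes that define the clusters stays open, since in clusters made without the score genes the shares were 3.00% ± 6.75 and 8.74% ± 11.6, a difference of 5.74 percentage points (permutation p = 0.14). Both shares were lower there: the class held fewer cells (547, from 957), with 6 genes of cell division such as *Ube2c*, *Cdk1* and *Plk1* among its 10 leading genes, and a cluster of 614 cells led by *Ms4a3* counted as granulocyte-like.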

How the results depend on the processing

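Alternatives added after seeing the data were the removal of each control sgRNA and of the A33–T100 sgRNA at residue 56 in the score, pseudo-time and shares, the clusters without score genes, the Fig. 2h genes alone and the split controls for the overlap. The call of a higher score in the KMT core than in the negative controls, the last 100 residues and the R1 element held in every alternative run. Of all alternatives, 108 for the score, 97 for pseudo-time, 47 for the shares and 596 of 650 for 81 named genes kept direction and side of the threshold; 52 (15 genes) lost the call. Counts of genes changed stayed within 1.5 times the main count in 160 alternatives and moved further in 31. Unless stated, the cause was not tested. Few sgRNAs (3 controls), cells per sgRNA and UMIs limit the comparisons with the negative controls.

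Genes changed, KMT core against negative controls (3): 7 with DESeq2's size factors, 90 at a mean of at least 5 UMIs (fewer genes tested), 0 at 5 cells per sgRNA, 6 with no upper limit on genes, 106 by DESeq2. Without 1 control sgRNA there were 0 to 3, with 0 without Luc and 0 without RFP. For the AF9-binding motif against the controls, 6 with only the 2 groups compared. Against the last 100 residues: KMT core 1168 at 5 UMIs; A33–T100 11 at 5 cells, 59 with the 2 groups, 51 by DESeq2; *Rpa3* 1 each with DESeq2's size factors, 5 UMIs, 5 cells, no upper limit and the 2 groups; the C-module before them 1 with sgRNAs called at 5 UMIs. KMT core against R1 element: 3 at 0.2 UMI, 15 at 5 UMIs, 1 at 5 cells, 0 with sgRNAs called at 5 UMIs, 2 with the 2 groups, 28 by DESeq2. KMT core against AF9-binding motif: 87 at 5 cells, 45 with sgRNAs called at 5 UMIs, 58 with the 2 groups, 224 by DESeq2. KMT core against A33–T100: 43 with the 2 groups. R1 against R2 element: 2 at 5 cells and 2 with sgRNAs called at 5 UMIs.

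Cells with 1 sgRNA were 63.7% with sgRNAs called at 1 UMI and 91.2% at 10. Score differences from the negative controls: R1 element 0.632 at 5 cells (adjusted p = 0.061), and 0.615 to 0.630 with 1 control sgRNA left out (0.073); AF9-binding motif 0.181 with the leukemia list alone (0.027, now past the threshold); last 100 residues reversed to 0.00348 with the granule list alone (0.90) and 0.0251 in thinned cells (0.76).

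Diffusion pseudo-time differences from the negative controls lost their call for the R1 element at 5 cells (0.221, adjusted p = 0.066), with cell cycle genes kept (0.149, 0.069), in thinned cells (0.114, 0.085) and with 1 control sgRNA left out (0.209 to 0.22, adjusted p 0.056 to 0.073). For the AF9-binding motif they lost it with the mean over cells (0.135, 0.15), at 5 cells (0.166, 0.082), sgRNAs called at 5 UMIs (0.198, 0.073), 1000 variable genes (0.217, 0.057), cell cycle genes kept (0.125, 0.12), thinned cells (0.0935, 0.10) and with 1 control sgRNA left out (0.173 to 0.184, adjusted p 0.085 to 0.097). For the last 100 residues they reversed with the mean over cells (-0.0401, 0.18) and cell cycle genes kept (-0.00397, 0.81). KMT core against R1 element was 0.121 at 5 cells (0.053).

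Percent of cells granulocyte-like, in points, newly past the threshold at cluster resolution 1.0 and in clusters without score genes: KMT core against negative controls 46.2 and 58.7, R1 element against controls 31.3 and 38.4, KMT core against R1 element 14.9 and 20.2, KMT core against A33–T100 22.8 and 33.3 (24.4 without the sgRNA at residue 56). At 5 cells: last 100 residues against controls -16.2 (adjusted p = 0.015) and R1 against R2 element 14.3 (0.034). Without 1 control sgRNA the former ran from -16.7 (without Luc, 0.018) to -4.18. Clusters numbered 11 at resolution 1.0.

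The correlation of fold changes of the KMT core and R1 element was 0.837 with the last 100 residues as control, 0.727 with them split, and 0.981 and 0.982 for the Fig. 2h genes alone against the negative and C-terminal controls. The overlap of changed genes, KMT core and R1 element, was 496 with the last 100 residues as control and 295.6 with them split. The smoothed profile over the T320–K330 helix was 1.35 at 0.5 of the gap, where it has no sgRNA. The position correlation of R1 center and KMT core was 0.132 there (p = 0.14). Of 320 pairs of list and comparison, 128 passed camera at a correlation of 0.01 and 37 with estimated correlation, all among the 128. *Myc*, R1 element against the last 100 residues, reversed to 2.0e-05 at 5 cells (adjusted p = 1.00). Scrublet doublet removal was not run as an alternative (4 of 6675 cells called). Leaving out *Rpa3* sgRNAs gave no value, as 1 sgRNA had at least 3 cells.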

Differences from the paper's values

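The paper gives a correlation with the KMT core of about 0.75 for the AF9-binding motif and of over 0.8 for the R domain. It does not state how these scores were summarized over a region, though its Fig. 2a legend marks residue pairs above 0.8. The highest r of a residue pair with the KMT core here was 0.854 for the motif and 0.975 for the R domain. It was 0.998 between P332 and F460 and 0.974 between C662 and T863. The means over residues here were 0.711 for the motif and 0.648 for the R domain. In the R domain 52.7% of residues, and in the motif 0%, had a mean correlation above 0.8. The alternatives set before the data were examined differ too: with the 100 most variable genes, 0.382 and 0.340; with the Fig. 2h genes, 0.801 and 0.577; at 0.5 of the gap, 0.676 and 0.334. The genes differ from the paper's list, and r here was taken relative to the mean over residues.

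For the fold changes of the KMT core and the R1 element against the negative controls, r squared is about 0.83 in Fig. 2g, read by eye, and 0.881 here. The alternatives set before the data were examined also differ: 0.70 with the last 100 residues as control, 0.528 with them split, and 0.876 at a mean of at least 5 UMIs.

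Changed genes number about 380 for the KMT core and about 110 for the R1 element in Fig. 2h, read by eye, about 100 of them in both. The paper's text states no thresholds for these genes. Here edgeR with sgRNAs as replicates called 3 and 0, and 0 in both, and DESeq2 called 106 and 0. At an unadjusted p under 0.05 there were 800 and 476, where chance alone gives a share of 0.05 of the 6596 genes. No alternative set before the data were examined removes these differences. With the last 100 residues as control, 496 genes changed in both.

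The paper's source data list ratios to the negative controls in the KMT core of -0.306 for *Hoxa7*, -0.568 for *Hoxa10* and -0.626 for *Hoxa9*, where the log2 fold changes here were -1.07, -1.83 and -1.30. In the R1 element it lists -0.273 for *Hoxa7* and -0.397 for *Hoxa10*, where -1.04 and -1.05 were found; for *Hoxa9* it lists -0.452, and -0.50 was found, a value close to it on the log2 scale only. On the log10 scale the KMT core values here are -0.322, -0.550 and -0.392, and those of the R1 element -0.312 for *Hoxa7*, -0.315 for *Hoxa10* and -0.150 for *Hoxa9*, and no single log base brings all listed genes together.

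The paper places the R domain above the AF9-binding motif in correlation with the KMT core. Here the order was the other way by the mean over residues and the same by the percent of residues above 0.8. That percent does not set the R domain (52.7%) apart. It was 57.5% between P332 and F460, 56.0% between C662 and T863 and 94.1% in A33–T100. The R1 element alone, at 0.770, was above the motif, but not with the 100 most variable genes (0.381), the Fig. 2h genes (0.736) or 0.5 of the gap (0.463). The paper also places the R1 center with the KMT core on PC1, with listed means of -10.4 and -11.0 on its scale, of opposite sign. Here the means were 0.842 and 3.70, with the AF9-binding motif at 0.719. The W22–D32 loop and the T320–K330 helix are named by the paper among the sensitive elements. Here the 2 sgRNAs of the loop had a mean score of -0.244, with a smoothed score of 0.434, and the helix had no sgRNA.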

Other observations

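ER translocon and protein folding genes, a list chosen from the Fig. 2h names that the paper reports for these same cells and so no independent evidence, fell with KMT core sgRNAs: 33 of 42 were lower than with sgRNAs of the last 100 residues (36 when adjusted over the list alone), with a median log2 fold change of -0.41 and *Calr* at -0.49. In the R1 element 6 were lower (16 when adjusted over the list alone; adjusted p = 0.095 with an estimated correlation). Of 6 monocyte genes, 5 were higher with KMT core sgRNAs (5 when adjusted over the list alone), *Lyz2* at 3.76, and 3 with R1 element sgRNAs. Of 32 G2/M genes, 14 were higher with KMT core sgRNAs (15 when adjusted over the list alone), with an adjusted p of 0.25 with an estimated correlation.

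Random splits of the same sgRNAs, 30 per comparison with the real one included and fitted with the 2 groups alone, were used to ask whether chance can give as many genes. Against the last 100 residues the real split gave the most genes for the KMT core (1800 genes, highest other split 1), R1 element (640, 6), R2 element (243, 4) and AF9-binding motif (219, 1). It did so too for A33–T100 (59, 4), M1–D32 (843, 92), between T100 and M127 (399, 30), between P332 and F460 (303, 0) and between C662 and T863 (523, 1). The real split was also highest for the KMT core against the AF9-binding motif (58, 0) and A33–T100 (43, 0). Each is 1 of 30, the smallest share that 30 splits can give, and was not adjusted over comparisons. In 3 comparisons the real split was the highest by 1 or 2 genes alone (1 of 30): the KMT core against the R1 element (2, 1) and the negative controls (2, 1), and the AF9-binding motif against the controls (6, 4). These calls depended on the fit. For the KMT core against the R1 element there were 0 genes with sgRNAs called at 5 UMIs, but more genes by DESeq2. Against the controls, the KMT core had 0 genes at 5 cells per sgRNA, without Luc or without RFP. It had 90 there at a mean of at least 5 UMIs, and 106 by DESeq2. The AF9-binding motif had 0 against the controls with all groups fitted (454 at an unadjusted p under 0.05) and by DESeq2.

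Where the real split gave 0 genes, every split gives as many (30 of 30), which decides nothing: the R1 element (0 genes, highest other split 2), R2 element (0, 1) and last 100 residues (0, 5) against the controls, the C-module before the last 100 residues against them (0, 2), the R1 element against the AF9-binding motif (0, 8) and the R2 element against the segment between P332 and F460 (0, 1). For the R1 against the R2 element (1, 9) chance was not excluded (3 of 30). edgeR called 0 genes for R2 element and AF9-binding motif sgRNAs against the controls (386 and 454 at an unadjusted p under 0.05; 0 by DESeq2), for R1 element against AF9-binding motif (301) and for R2 element against the segment before the R domain (256).

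The smoothed lines that the paper lists were matched with a kernel bandwidth of 0.5 of the largest gap (Pearson r 1.00 over 1522 residues for day 12 survival in Fig. 2b, 0.998 over 349 residues for Fig. 1g), and less closely with 1 gap (0.981 and 0.803), the bandwidth of the smoothed values here.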
